# OsMYC2, an essential factor for JA-inductive sakuranetin production in rice, interacts with MYC2-like proteins that enhance its transactivation ability

**DOI:** 10.1038/srep40175

**Published:** 2017-01-09

**Authors:** Satoshi Ogawa, Koji Miyamoto, Keiichirou Nemoto, Tatsuya Sawasaki, Hisakazu Yamane, Hideaki Nojiri, Kazunori Okada

## Abstract

Biosynthesis of sakuranetin, a flavonoid anti-fungal phytoalexin that occurs in rice, is highly dependent on jasmonic acid (JA) signalling and induced by a variety of environmental stimuli. We previously identified *OsNOMT*, which encodes naringenin 7-*O*-methyltransferase (NOMT); NOMT is a key enzyme for sakuranetin production. Although *OsNOMT* expression is induced by JA treatment, the regulation mechanism that activates the biosynthetic pathway of sakuranetin has not yet been elucidated. In this study, we show that JA-inducible basic helix-loop-helix transcriptional factor OsMYC2 drastically enhances the activity of the *OsNOMT* promoter and is essential for JA-inducible sakuranetin production. In addition, we identified 2 collaborators of OsMYC2, OsMYC2-like protein 1 and 2 (OsMYL1 and OsMYL2) that further activated the *OsNOMT* promoter in synergy with OsMYC2. Physical interaction of OsMYC2 with OsMYL1 and OsMYL2 further supported the idea that these interactions lead to the enhancement of the transactivation activity of OsMYC2. Our results indicate that JA signalling via OsMYC2 is reinforced by OsMYL1 and OsMYL2, resulting in the inductive production of sakuranetin during defence responses in rice.

Jasmonic acid (JA) and its derivatives, the so called jasmonates, have been extensively characterized as the central players during biotic stress resistance, for example, emission of volatiles to attract the natural enemies of herbivores or production of toxic compounds to repel invaders^1^,^2^,^3^,^4^. In rice, jasmonates induce the production of anti-microbial specialized metabolites called phytoalexins, which consist of 16 diterpenoids and 1 flavonoid^5^,^6^. Among them, the flavonoid sakuranetin is considered to be the biologically important phytoalexin in terms of its high accumulation in blast-infected rice leaves and high anti-fungal activity^7^,^8^. Furthermore, its biosynthesis requires JA signalling, while the biosynthesis of the major diterpenoid phytoalexins is regulated by both JA-required and non-JA-required pathways^9^,^10^. Besides, blast-induced accumulation of sakuranetin is known to be compromised in a JA-deficient mutant *cpm2*, while accumulation of diterpenoid phytoalexins remained^9^. Therefore, we focused on the biosynthetic pathway for sakuranetin as a model for JA-required defence responses. In the final step of sakuranetin biosynthesis, the precursor naringenin is converted to sakuranetin by naringenin 7-*O*-methyltransferase (NOMT), which is encoded by *OsNOMT*^11^. We recently reported that *OsNOMT* expression is induced by JA treatment^12^, and jasmonoyl-l-isoleucine (JA-Ile), an active form of jasmonate, is required for the production of sakuranetin^10^. We have previously shown that CuCl_2_ is a potent elicitor to induce sakuranetin production in wild-type plants, while such CuCl_2_-inductive production of sakuranetin is specifically compromised in a JA-Ile deficient mutant *osjar1*^10^. These findings prompted us to speculate that the elucidation of the regulation mechanism underlying *OsNOMT* expression would help in understanding the mechanism underlying JA-required sakuranetin production.

For the production of specialized metabolites, diverse transcriptional factors (TFs) have been characterized as hormone-inducible regulators in various plant species^4^,^13^,^14^. In particular, several TFs have been well-studied and reported to contribute to the production of diterpenoid phytoalexins or expression of their biosynthetic genes in rice^15^,^16^,^17^,^18^. However, regulatory factors responsible for sakuranetin production and/or *OsNOMT* expression remain unclear.

OsMYC2, a basic helix-loop-helix (bHLH) TF in rice, is a homologue of AtMYC2, a well-studied global regulator of JA signalling in Arabidopsis^19^,^20^,^21^. OsMYC2 is involved in JA-required spikelet development by the direct activation of *OsMADS1*^22^. Another study revealed that OsMYC2 interacts with almost all of 14 JASMONATE ZIM-domain (JAZ) proteins in rice via the JAZ-interacting domain, one of which represses JA-inducible *OsMYC2* expression. Furthermore, overexpression of *OsMYC2* causes upregulation of early JA-responsive genes, leading to JA-hypersensitive phenotypes such as bacterial blight resistance^23^. However, the mechanism underlying the activation of the downstream pathway of OsMYC2 remains largely unknown.

Here, we report that JA-induced expression of *OsNOMT* and production of sakuranetin are under the control of OsMYC2. Moreover, we identified two bHLH proteins, OsMYC2-like protein 1 (OsMYL1) and OsMYL2, as interacting partners of OsMYC2. Both OsMYL1 and OsMYL2 enhance the transactivation activity of OsMYC2 by physical interaction, leading to further activation of the *OsNOMT* promoter. Our findings will help in understanding how rice plants modulate the activity of OsMYC2 during JA signalling, leading to the inductive production of sakuranetin as a defence response.

## Results

### Selection of regulatory factor candidates for *OsNOMT* by using transcriptome analysis of JA-deficient plants

To identify JA-dependent transcriptional factors (TFs), which could be possible candidates for the *OsNOMT* regulation in response to JA, we performed transcriptome analysis using CuCl_2_-elicited *cpm2*, a JA-deficient mutant^9^, in comparison with wild-type plants (WT). 

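The transcriptome data comprised 42 microarrays, each hybridized with Cy3-labelled RNA from 1 biological replicate of leaf disks of WT, the cultivar Nihonmasari, or of *cpm2*. Untreated disks at 0 h and disks floated on water or on 1 mM CuCl2 for 2, 6 or 24 h made 14 groups of 3 arrays. The arrays lay on 12 slides, of which each held arrays of more than 1 group and only 2 held both WT and *cpm2*, so that comparisons between the lines were also fitted with the slide as a block. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted the background and corrected trends across the array in the intensity of each spot. They also deposited log2 values normalized with the Subio Platform. Set against the scanner intensities, these were the log2 intensity minus the 75th percentile of its array, centred for each probe on the mean of the untreated WT arrays. For the brighter probes without a missing value, their difference from the same quantity computed from the scanner output was followed over the arrays. It varied with a median SD of 0.004 on the log2 scale. Dim probes were left out of this comparison. Here, the scanner intensities were used, on the log2 scale and minus the 75th percentile of each array, and every level given below is on that scale. The 75th percentile of the intensity was between 1078.4 and 2516.5 over the arrays, with a median of 1700.8. Between 65.29% and 67.68% of the spots were well above background on the arrays of WT under CuCl2 at 6 h (median 66.44%), and between 66.51% and 69.81% on those of *cpm2* (median 69.35%). In the other groups the share was between 71.24% and 78.84%, and their medians lay between 71.48% and 76.49%. Probes well above background on every array of at least 1 group were tested, which left 34173 of 42477 probes and 23474 of 29690 genes, named by the Rice Annotation Project (RAP) identifiers of the array. A gene was represented by its brightest tested probe. Over the tested genes, each centred on its mean, 38 of the 42 arrays correlated best with the other arrays of their own group. The exceptions were WT water 6 h replicate 1 and all 3 *cpm2* water 2 h arrays, each nearest to another water or untreated group of the same line. All 42 arrays entered a single limma fit with 28 residual degrees of freedom, in which CuCl2 was compared with water at the same time and *cpm2* with WT under the same treatment, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The number of arrays per group limits the precision. The RefSeq gene table of rice (assembly ASM3414082v1) lists CPM2 and OsAOC as names of the same gene, and the single gene on the array described as allene oxide cyclase (Os03g0438100) separated the lines on every array. Its level was at most 0.88 on the *cpm2* arrays and at least 2.58 on the WT arrays. CuCl2 raised it in WT at 2 h by 2.64 on the log2 scale (standard error 0.083, adjusted p = 2.35e-22 from limma), whereas in *cpm2* the change of 0.083 (adjusted p = 0.384) was within the spread between replicates.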

We used CuCl_2_ as an elicitor to induce sakuranetin production via JA signaling because CuCl_2_ treatment is also known to induce JA production and reveals good reproducibility to elicit these phenomena. Since *OsNOMT* was also shown to be induced within 24 h after CuCl_2_ treatment (see Supplementary Table S1), JA-dependent regulatory factors for *OsNOMT* were expected to precede the upregulation of *OsNOMT*. Therefore, we selected TFs that fulfilled the following criteria: upregulated over 2-fold in either 2 or 6 h after CuCl_2_ treatment in WT and downregulated under 0.5-fold in either 2 or 6 h after CuCl_2_ treatment in *cpm2* when compared with WT. 

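On the arrays, *OsNOMT* (Os12g0240900, 1 probe) was measured well above background in every sample. After 2 h, its level in WT was 3.13 ± 0.18 (SD, n = 3) in CuCl2 and 2.97 ± 0.27 (SD, n = 3) in water. This difference of 0.16 on the log2 scale (standard error 0.26, adjusted p = 0.589 from limma) was within the spread between replicates. After 6 h, the level was 6.73 ± 0.13 in CuCl2 and 3.11 ± 0.35 in water, a 12.3-fold increase (log2 3.62, adjusted p = 4.97e-14). After 24 h, it was 6.60 ± 0.051 in CuCl2 and 2.51 ± 0.14 in water, a 17-fold increase (log2 4.09, adjusted p = 7.4e-15). At both later times all 3 CuCl2 arrays lay above all 3 water arrays. The choice of control moved these values most. Untreated WT disks at 0 h had a level of 3.88 ± 0.41, above that of the disks kept in water, and against them the change was −0.75 at 2 h (adjusted p = 0.0106), 2.84 at 6 h and 2.71 at 24 h. The sign at 2 h was also negative with quantile normalization (−0.13, adjusted p = 0.656) and with the slide as a fixed block (−0.055, adjusted p = 0.802).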

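Over all genes, 3743 were at least 2-fold higher and 5765 at least 2-fold lower in WT after 2 h in CuCl2 than in water at an adjusted p threshold of 0.05. After 6 h, 5186 were higher and 8243 lower, and after 24 h, 3438 were higher and 4746 lower. The median log2 change over all tested genes was −0.31 at 2 h, −0.30 at 6 h and −0.16 at 24 h, and at 6 h it was −0.83 with normexp background correction and −0.043 with quantile normalization. Under CuCl2, 2405 genes were higher and 2101 lower in *cpm2* than in WT at 2 h, 4695 higher and 2528 lower at 6 h, and 1973 higher and 1783 lower at 24 h. With normexp, 904 were higher and 1377 lower at 2 h, 2174 and 1644 at 6 h, and 749 and 902 at 24 h. With quantile normalization, 2211 were higher and 2088 lower at 2 h, 3775 and 2903 at 6 h, and 1723 and 1856 at 24 h. The majority at 24 h thus turned under both, and that at 2 h under normexp but not under quantile normalization. The number of genes that CuCl2 changed in WT at 2 h moved most with normexp background correction, from 9508 to 5772, and the number differing between the lines under CuCl2 at 2 h moved from 4506 to 2281. With the slide as a fixed block, 4506, 7064 and 3604 genes differed between the lines under CuCl2 at 2, 6 and 24 h. Genes named here are those with the largest changes among called genes that carry a description, lie well above background on all arrays compared and have groups that do not overlap. In WT, the largest increases at 2 h were those of a chalcone synthase (Os07g0526400, log2 11.31, with an SD of 2.26 between the water arrays), a polyamine oxidase precursor (Os09g0368200, 10.37) and a protein kinase domain protein (Os01g0699600, 9.89). The largest decreases at 2 h were those of an acid phosphatase (Os01g0191200, −4.30), a UDP-glucosyltransferase family protein (Os07g0510500, −4.25) and a glutathione S-transferase domain protein (Os10g0530500, −4.22). At 6 h, the largest increases were those of a type 1 metallothionein-like protein (Os12g0571000, 10.42), a terpene synthase (Os04g0179700, 10.28) and PGPS/D12 (Os03g0830500, 10.28). The largest decreases at 6 h were those of a dicarboxylate transporter (Os01g0556700, −8.72), a methyl chloride transferase (Os03g0843800, −7.87) and the chlorophyll a/b-binding protein CP24 (Os04g0457000, −7.82). At 24 h, a pair of metallothioneins (Os12g0571000, 11.61, and Os12g0571100, 9.48) and a cytochrome P450 (Os02g0569000, 9.21) rose most. At the same time NEC1 (Os02g0513100, −8.04), ACC oxidase 1 (Os09g0451000, −6.80) and glutamate decarboxylase (Os04g0447800, −6.10) fell most. In *cpm2* relative to WT under CuCl2, a protein kinase domain protein (Os11g0691500, 4.74) and a pair of WRKY proteins (Os03g0335200, 4.72, and Os07g0680400, 4.49) were furthest above WT at 2 h, and a terpene synthase-like protein (Os02g0121700, −9.49), a ribonuclease T2 (Os09g0537700, −8.73) and a ZIM domain protein (Os04g0395800, −8.46) furthest below. At 6 h, peroxidase POC1 (Os07g0677500, 7.76) and the same WRKY proteins (6.90 for Os07g0680400 and 6.89 for Os03g0335200) were furthest above WT, and a beta-glucosidase aggregating factor (Os12g0247700, −10.29) and a pair of lipoxygenases (Os12g0560200, −8.88, and Os12g0559200, −8.48) furthest below. At 24 h, a protein kinase domain protein (Os02g0615500, 5.52), Os03g0335200 (5.51) and a von Willebrand factor domain protein (Os11g0687100, 5.24) were furthest above, and an allergen V5/Tpx-1 related protein (Os07g0127600, −9.11), an En/Spm-like transposon protein (Os07g0431000, −6.67) and senescence-associated protein 15 (Os10g0158100, −5.76) furthest below. The adjusted p-values of these genes from limma were at most 1.09e-07.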

We also used a parameter Q value to obtain a significant number of genes along with an acceptable false discovery rate (FDR) less than 0.05. As a result, various types of 41 TFs comprising bHLH, MYB, NAC, WRKY, and bZIP families were selected (see Supplementary Table S2), and they included the JA-inductive bHLH factor OsMYC2 and MYB factor OsJAmyb. 

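At the adjusted p threshold alone, without a fold change, 17636 genes differed between CuCl2 and water in WT at 2 h and 19479 at 6 h, and 13982 and 15592 differed between *cpm2* and WT under CuCl2 at these times. The fold change was therefore the narrower of the criteria. Of 808 TF genes tested, 196 were induced in WT at 2 h, 239 at 6 h and 255 at either time by both fold change and adjusted p. Under CuCl2, 107 were lower in *cpm2* than in WT at 2 h, 140 at 6 h and 164 at either time. With both fold-change criteria and no adjusted p, the same 105 TF genes were selected as with it, and Storey q-values in place of Benjamini-Hochberg adjustment also selected these 105. The comparisons share the WT CuCl2 arrays, so that a chance high value there raises the first difference and lowers the other. Chance selection was simulated in 20 data sets of 23474 genes without a difference between the lines under CuCl2. Fold change alone selected a mean of 4.5 TF genes (0 to 11). With the adjusted p as well, 0 TF genes were selected in each. This 0 could be foreseen, because the adjusted p passes almost no gene where none differs. In the real data 13982 and 15592 genes passed it, so the 0 does not carry over. The simulated noise was independent between arrays and held no slide differences. In simulated data for WT in CuCl2 and water at 6 h, 95% of 200 genes changed by 1.5 to 3 on the log2 scale were recovered, with 4 false calls.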

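A total of 105 of the 808 tested TF genes met both criteria. TF genes were those whose array description names a TF family or that the paper names as TFs. The selected genes comprised 20 of 136 tested MYB genes, 18 of 86 AP2/ERF, 15 of 63 WRKY, 14 of 90 bHLH, 13 of 57 NAC, 8 of 81 homeodomain, 7 of 62 C2H2 zinc finger and 4 of 40 bZIP genes, and 6 genes of other kinds. The restriction to the bHLH, MYB, NAC, WRKY and bZIP families moved the number most, to 66. With normexp background correction 72 genes were selected, of which 70 were among the 105. When a replicate or a single array was left out, between 96 and 112 were selected. In place of the difference between the lines under CuCl2, the difference between their CuCl2 responses can be required, and 91 of the 105 genes met this too. Across all genes, 5548 were induced in WT at 2 or 6 h, 3260 were lower in *cpm2* and 2027 met both criteria. *OsMYC2* (Os10g0575000) was induced in WT 3.18-fold at 2 h (log2 1.67, standard error 0.12, adjusted p = 4.49e-14 from limma) and 2.36-fold at 6 h (log2 1.24, adjusted p = 2.24e-11). Under CuCl2 it was 5.65-fold lower in *cpm2* at 2 h (log2 −2.50, adjusted p = 1.04e-17) and 4.67-fold lower at 6 h (log2 −2.22, adjusted p = 6.47e-17). *OsJAmyb* (Os11g0684000) was induced 19.2-fold at 2 h (log2 4.26, standard error 0.16, adjusted p = 1.93e-20) and 25.8-fold at 6 h (log2 4.69, adjusted p = 3.14e-22), and was 7.83-fold (log2 −2.97) and 15.4-fold (log2 −3.95) lower in *cpm2*. For both genes the 3 arrays of each group compared did not overlap with those of the other. Before treatment *OsMYC2* was already lower in *cpm2*, by a log2 value of −0.85 (adjusted p = 1.77e-06), as was *OsJAmyb*, by −1.11 (adjusted p = 5.07e-06). The latter was not past the threshold with normexp (adjusted p = 0.0606). By fitted log2 values of *cpm2* over WT under CuCl2 at 6 h, the 5 lowest selected genes were a dehydration responsive element binding protein 2F gene (Os04g0549700), a C2H2 zinc finger gene (Os03g0437100), *JAdMYB1*, a homeobox gene (Os03g0325600, log2 −6.45, well above background on 2 of the 3 *cpm2* arrays) and *JAdMYB2*. Os04g0549700 and Os03g0437100 were not well above background on any *cpm2* array at that time, and were at least 314-fold and at least 103-fold lower than in WT. The same held for *JAdMYB1* and *JAdMYB2*, at least 40.2-fold and at least 15.3-fold lower. The places of these genes in the order are therefore not measured, and only the bounds hold. Such a bound sets the mean in WT against the mean of the lowest signal well above background on each *cpm2* array, or of the signal of the dim probe where that is higher.

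**Figure D1:**
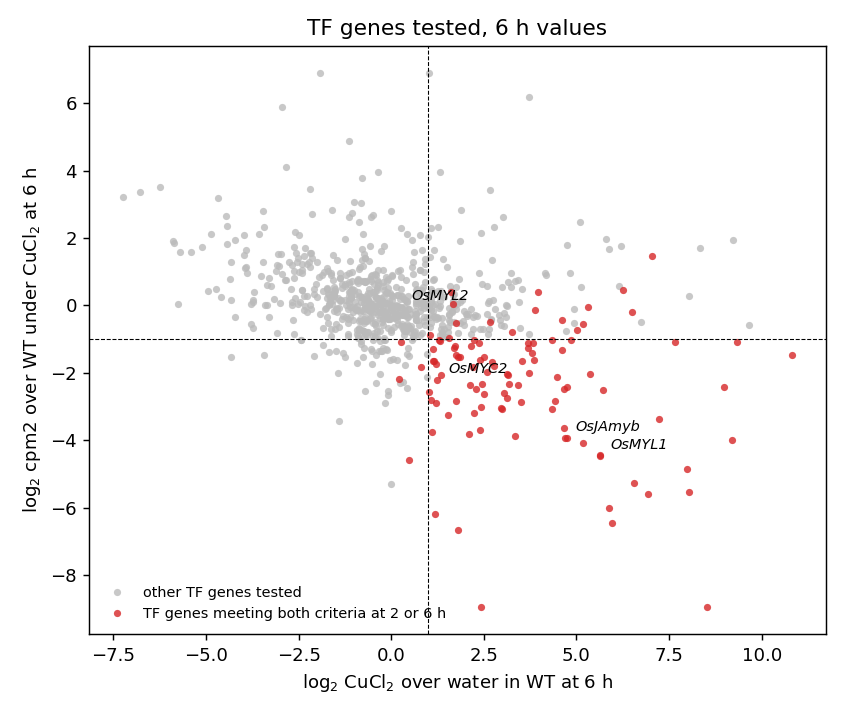
Tested TF genes at 6 h, with the log2 fold change of CuCl2 over water in WT on the horizontal axis and the log2 fold change of *cpm2* over WT under CuCl2 on the vertical axis; dashed lines mark log2 values of 1 and −1, and red points are the 105 genes that met both criteria at 2 or 6 h. The red points lie mostly at the lower right, with *OsMYC2* at 1.24 and −2.22.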

The expression of *OsMYC2* is induced by JA treatment^23^. Several MYB proteins activate flavonoid biosynthetic genes by interacting with bHLH TFs^24^. Thus, we focused on the MYB and bHLH proteins among the selected TFs.

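The MYB genes that the paper names for the later assays were each among the selected genes under every alternative tried. *JAdMYB1* to *JAdMYB5*, *OsMYB55* and *OsJAmyb* were induced in WT at 6 h by log2 values between 1.19 for *JAdMYB2* (adjusted p = 0.000842 from limma) and 4.69 for *OsJAmyb*. The change of *JAdMYB2* at 6 h was not found with normexp background correction (0.057, adjusted p = 0.893). This gene met the criterion for induction in WT at 2 h with a log2 value of 2.29. *OsMYB55* (Os05g0553400) rose 7.08-fold at 2 h and 10.7-fold at 6 h in WT, and was 2.44-fold and 5.16-fold lower in *cpm2* under CuCl2 (log2 −1.29 and −2.37, standard error 0.13, adjusted p = 1.06e-09 and 3.79e-16). *JAdMYB1* (Os01g0702700) and *JAdMYB2* (Os12g0564100) were not well above background on any *cpm2* array under CuCl2 at 6 h, and were at least 40.2-fold and at least 15.3-fold lower than in WT. At the same time *JAdMYB3* (Os01g0192300) was 12.9-fold, *JAdMYB4* (Os05g0429900) 7.27-fold and *JAdMYB5* (Os08g0549000) 3.04-fold lower in *cpm2* (log2 −3.69, −2.86 and −1.61, the largest adjusted p being 2.36e-11). In WT at 24 h, *JAdMYB1* (log2 −0.12, adjusted p = 0.553, and 0.074 with quantile normalization) and *JAdMYB3* (log2 0.10, adjusted p = 0.433) did not differ between CuCl2 and water beyond the spread between replicates. Another probe of *JAdMYB3* gave 0.44 at 24 h. A dimmer probe of this gene, with a mean level of −7.53, was not used for these values. Against the untreated arrays, the probe used for *JAdMYB3* changed by 0.80 in WT under CuCl2 at 24 h (adjusted p = 2.51e-07 from limma). Before treatment *JAdMYB1*, *JAdMYB2* and *JAdMYB4* were already lower in *cpm2* than in WT, by log2 values of −1.23 (adjusted p = 3.88e-06), −2.13 (adjusted p = 4.84e-06) and −0.82 (adjusted p = 0.000663). With normexp, *JAdMYB2* (adjusted p = 0.0841) and *JAdMYB4* (adjusted p = 0.281) were not past the threshold. *JAdMYB3* did not differ beyond the spread between replicates (−0.16, adjusted p = 0.397), and another probe gave −0.014. By contrast, *OsMYB55* and *JAdMYB5* were higher in *cpm2* than in WT, by 0.63 (adjusted p = 0.000747) and 0.71 (adjusted p = 0.000481). For *OsMYB55* this was not past the threshold with normexp (adjusted p = 0.392), with the slide as a fixed block (adjusted p = 0.125) or without replicate 2 (adjusted p = 0.0737). The bHLH genes *OsMYC2* and *OsMYL1* were likewise selected under every alternative, and *OsMYL2* under none. From the induction of *OsMYC2* by JA and the activation of flavonoid biosynthetic genes by MYB proteins that interact with bHLH TFs, both reported earlier, the paper reasons that the MYB and bHLH proteins among the selected TFs are the ones to examine further.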

### OsMYC2 functions as the transcriptional activator of the *OsNOMT* promoter

To investigate the effects of the selected TFs, we analysed their transactivation activity by using the *OsNOMT* promoter-luciferase (LUC) reporter assay. Candidate TFs (OsMYC2, OsMYL1, JA-dependent [JAd] MYB1–MYB5, OsMYB55, and OsJAmyb) were driven by the maize ubiquitin promoter as effectors for their constitutive expression. The luciferase activity assay without the *OsNOMT* promoter revealed that all the effectors, except OsJAmyb, did not activate the reporter activity in a promoter-independent manner (see Supplementary Fig. S1). Then, we performed the luciferase activity assay with one of the selected proteins, except OsJAmyb, as the effector. As a result, 3 proteins, OsMYC2, JAdMYB1, and OsMYB55, were found to activate the promoter activity of *OsNOMT* (Fig. 1). Among these TFs, OsMYC2 exhibited the most robust transactivation activity.

### Impacts of modification of *OsMYC2* expression on *OsNOMT* expression and phytoalexin production

MYC2 is known as a central regulator of JA-signalling in some plants^20^,^25^. In rice, OsMYC2 has also been shown to be involved in JA-signalling through interaction with JAZ repressor proteins^23^. The luciferase activity assay clearly demonstrated that OsMYC2 has a positive impact on the expression of *OsNOMT*. To further dissect the effects of OsMYC2 on the expression of *OsNOMT* and production of sakuranetin *in planta*, we generated *OsMYC2*-RNAi knockdown plants (henceforth *osmyc2RNAi*) along with empty vector control (VC) plants. Under basal conditions, the expression level of *OsMYC2* was repressed by 75% and 89% in 2 independent *osmyc2RNAi* lines (#2 and #9), respectively, with no visible phenotypes, compared with the VC plants. Expression of *OsMYC2* was induced by JA treatment in the VC plants, as shown by Uji *et al*.^23^. The induction of *OsMYC2* by JA treatment was not observed in *osmyc2RNAi* lines (Fig. 2a). We next investigated the expression of *OsNOMT* after elicitation. Expression of *OsNOMT* was induced by JA treatment in the VC plants. In the *osmyc2RNAi* lines, JA-inducible expression of *OsNOMT* was totally abolished (Fig. 2b). Quantification of phytoalexin contents revealed that the production of sakuranetin and precursor naringenin induced by JA was repressed in *osmyc2RNAi* lines (Fig. 2c,d). These data indicate that JA-induced induction of *OsNOMT* expression and production of sakuranetin are under the control of OsMYC2 in rice.

### Transcriptional factors that work with OsMYC2 to activate the *OsNOMT* promoter

The interaction of bHLH and MYB TFs often enhances the transcription of flavonoid biosynthetic genes^24^. To test this point, we next performed transient expression assays with dual effectors. MYB proteins or OsMYL1 was co-introduced with OsMYC2 as effectors. As a result, OsMYL1 further activated the transactivation of *OsNOMT* when co-introduced with OsMYC2, while any MYB TF did not activate transactivation, or rather repressed (Fig. 3). These results indicate that OsMYC2 and OsMYL1, both bHLH proteins, synergistically enhance the transactivation of *OsNOMT*.

We found another OsMYL protein designated as OsMYL2 that is highly homologous to both OsMYC2 and OsMYL1 (Fig. 4a). Although the expression of *OsMYL2* was not affected by CuCl_2_ in WT in our transcriptome analysis (see Supplementary Table S2), we included this TF in our further analysis because of its similarity to OsMYL1. 

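*OsMYL2* (Os01g0235700) was well above background on every array, and its mean level in WT was between 1.06 and 1.39 in all groups. The change from water to CuCl2 in WT was 0.027 at 2 h on the log2 scale (95% confidence interval −0.097 to 0.15, adjusted p = 0.699 from limma). At 6 h it was 0.26 (95% confidence interval 0.14 to 0.39, adjusted p = 0.000218), a 1.2-fold increase, and at 24 h −0.22 (95% confidence interval −0.34 to −0.094, adjusted p = 0.00199), a 1.16-fold decrease. Both later changes were larger than the spread between replicates and far under the 2-fold criterion. A further probe of the gene gave 0.054, 0.23 and −0.16. The increase at 6 h was not found with quantile normalization (−0.026, adjusted p = 0.7), and the decrease at 24 h was not past the threshold with normexp background correction (−0.14, adjusted p = 0.239) or against the untreated arrays (−0.12, adjusted p = 0.0682). At 2 h the change was 0.11 (adjusted p = 0.0448) with the slide as a fixed block and −0.13 (adjusted p = 0.0586) with quantile normalization, and it was −0.0067 without WT water 2 h replicate 3.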

The luciferase activity assay with OsMYC2 and/or OsMYL2 revealed that OsMYL2 also activated the transactivation of *OsNOMT* when co-introduced with OsMYC2, just as in the case of OsMYL1 (Fig. 4b). We also confirmed that any combination did not affect the reporter activity in an *OsNOMT* promoter-independent manner (see Supplementary Fig. S2).

### OsMYL1 and OsMYL2 as interacting partners of OsMYC2

Since the helix-loop-helix motif in bHLH proteins has been reported to form dimers^26^, we speculated that OsMYC2 interacts with OsMYL1 and OsMYL2, leading to further activation of the *OsNOMT* promoter. To validate this hypothesis, we performed bimolecular fluorescence complementation (BiFC) assays. Vectors expressing nEYFP-fused protein, cEYFP-fused protein, and DsRed1 (pTH121R^17^) under the control of the CaMV 35S promoter were introduced into onion epidermal cells by particle bombardment. With the co-expression of nYFP-OsMYC2 and cYFP-OsMYC2, c-YFP-OsMYL1, or cYFP-OsMYL2, YFP fluorescence and DsRed1 fluorescence were detected, especially in the nucleus (Fig. 5). However, with the co-expression of nYFP-OsMYC2/cYFP, nYFP/cYFP-OsMYC2, nYFP/cYFP-OsMYL1, or nYFP/cYFP-OsMYL2, only DsRed1 fluorescence was detected (see Supplementary Fig. S3). These data indicate that OsMYC2 interacts with OsMYL1, OsMYL2, and OsMYC2 alone in the nucleus.

Next, we performed *in vitro* protein-protein interaction assays by using the amplified luminescent proximity homogeneous assay (AlphaScreen). Since we failed to express tagged OsMYC2 translated from original coding sequence (CDS), we used optimized CDS by synonymous substitution using codon usage of *Arabidopsis thaliana* (see *Optimized synthetic CDS of* OsMYC2 online). His-Bls-OsMYC2 (Bls: biotin ligase site^27^) and FLAG-tagged OsMYC2, OsMYL1, and OsMYL2 were expressed using the wheat germ expression system (see Supplementary Fig. S4). The AlphaScreen assay using biotinylated His-Bls-tagged and FLAG-tagged proteins revealed that OsMYC2 physically interacts with OsMYL1, OsMYL2, and OsMYC2 alone *in vitro* (Fig. 6).

### Transactivation activity of OsMYC2 enhanced by interaction with OsMYL1 or OsMYL2

Protein-protein interaction sometimes strikingly affects the function of proteins. This prompted us to test whether the interaction of OsMYC2 with OsMYL1 and OsMYL2 is the casual event of the enhanced transactivation. We investigated how OsMYL1 and OsMYL2 act on the enhancement by using the artificial GAL4 DNA-binding domain (DBD)-fused system^28^, that is, TFs were forced to interact with the promoter region (Fig. 7a). When OsMYL1 or OsMYL2 was fused to GAL4DBD, they exhibited transactivation activity similar to the activity detected in OsMYC2^22^ (Fig. 7b). Furthermore, co-expression of OsMYL1 or OsMYL2 with GAL4DBD-OsMYC2 resulted in obvious enhancement of the transactivation ability of OsMYC2 (Fig. 7c,d). These data indicate that OsMYL1 and OsMYL2 synergistically activate the transactivation activity of OsMYC2 by physical interaction.

## Discussion

Jasmonic acid (JA) and its derivatives contribute greatly to defence responses in the plant kingdom, including production of defence-related specialized metabolites that are strictly regulated by various transcriptional factors (TFs) through the JA signalling pathway. Here, we demonstrated that the bHLH TF OsMYC2 plays a pivotal role in the JA-induced expression of *OsNOMT* that is enhanced by physical interaction with OsMYL1 and OsMYL2, presumably leading to the consequent accumulation of a flavonoid phytoalexin, sakuranetin, during rice defence responses. Repression of *OsMYC2* expression strikingly impaired JA-induced *OsNOMT* expression and production of sakuranetin and naringenin (Fig. 2). We also found that CuCl_2_-induced sakuranetin production was impaired in *osmyc2RNAi* lines, although CuCl_2_-induced expression of *OsNOMT* itself was comparable to that in the VC plants (see Supplementary Fig. S5). These results imply that the sakuranetin biosynthetic pathway, specifically the upper flavonoid biosynthetic pathway, would be highly dependent on OsMYC2, while the knockdown of *OsMYC2* did not affect the inductive expression of *OsNOMT* after CuCl_2_ treatment. Hence, the expression of *OsNOMT* would also be induced in an OsMYC2-independent manner.

OsMYL1 and OsMYL2 have higher homology to jasmonate-associated MYC2-like proteins (AtJAMs) 1 to 3, rather than OsMYC2 or AtMYC2 (Fig. 4a). OsMYC2 and AtMYC2 are categorized as IIIe group bHLH TFs, while OsMYL1, OsMYL2, and AtJAMs are categorized as IIId group bHLH TFs^29^. AtJAMs are negative regulators of JA signalling^30^. Another study revealed that AtJAM1 is a transcriptional repressor that competes with AtMYC2 by sharing the same binding elements. In addition, AtJAM1 does not interact with AtMYC2^31^. Meanwhile, we found that OsMYL1 and OsMYL2 are the collaborators of OsMYC2 that enhance the transactivation activity of OsMYC2 by physical interaction (Figs 3, 4, 5, 6 and 7). Probably, OsMYL1 and OsMYL2 enhance the transactivation activity of OsMYC2 by forming heteromers (Figs 5, 6 and 7), which may lead to the further activation of JA signalling. However, the actual forms of the homomer and heteromers that may be critical for their functions remain unclear. Our effector assay revealed that OsMYL1 and OsMYL2 themselves were not able to activate the *OsNOMT* promoter without being forced to bind to DNA as the GAL4DBD-fused proteins, indicating that formation of the OsMYC2 and OsMYL heteromer is important for their transactivation ability, possibly by activating OsMYC2 by altering protein structure.

The relationships between AtMYC2 and AtJAMs are totally different from those between OsMYC2 and OsMYL1 or OsMYL2, which may cause the differences in the regulatory mechanisms of the JA-induced defence responses between monocots and dicots. Identification of the important region(s) of OsMYC2, OsMYL1, and OsMYL2 protein for transcriptional activation activities and protein-binding abilities would be required to elucidate these differences in the future. Besides, we suggest apparent difference between OsMYL1 and OsMYL2 on the basis of our transcriptome analysis; expression of *OsMYL1* as well as *OsMYC2* was induced in a JA-dependent manner, while expression of *OsMYL2* was constant (see Supplementary Table S2). 

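On the arrays, the level of *OsMYL1* (Os01g0705700) in WT was 3.22 ± 0.081 (SD, n = 3) in CuCl2 and −2.92 ± 0.23 in water at 2 h, a 70.5-fold increase (log2 6.14, standard error 0.23, adjusted p = 1.62e-20 from limma). The increase was 49.6-fold at 6 h (log2 5.63, adjusted p = 2.54e-20) and 5.51-fold at 24 h (log2 2.46, adjusted p = 5.48e-11). In *cpm2*, CuCl2 also raised *OsMYL1*, 7.5-fold at 2 h, 2.12-fold at 6 h and 3.91-fold at 24 h, the largest adjusted p being 8.63e-05. The difference between the responses of the lines was −3.23 at 2 h (adjusted p = 2.86e-09), −4.55 at 6 h (adjusted p = 5.66e-13) and −0.49 at 24 h (adjusted p = 0.248). The last was past the threshold without *cpm2* water 24 h replicate 1 (−0.81, adjusted p = 0.037), and it was 0.023 without replicate 3. Under CuCl2 itself, *OsMYL1* was 9.36-fold lower in *cpm2* at 2 h and 22.1-fold lower at 6 h, and at 24 h the log2 difference of −0.29 (adjusted p = 0.316) changed its sign with the slide as a fixed block (0.24, adjusted p = 0.654). The corresponding response of *OsMYC2* in *cpm2* was −0.063 at 2 h (adjusted p = 0.648), −0.47 at 6 h (adjusted p = 0.000499) and 0.18 at 24 h (adjusted p = 0.194). Its responses differed between the lines by −1.73 at 2 h (adjusted p = 7.41e-10) and −1.71 at 6 h (adjusted p = 2.44e-10), and by −0.11 at 24 h (adjusted p = 0.641). In WT at 24 h *OsMYC2* was 1.22-fold higher in CuCl2 than in water (adjusted p = 0.0287), which was not past the threshold in 6 of 9 fits without a replicate or an array, among them that without WT water 24 h replicate 2 (adjusted p = 0.0793), or against the untreated arrays (adjusted p = 0.492). The mean levels of *OsMYL2* in *cpm2* were between 1.22 and 1.48 over the groups. Under CuCl2, *OsMYL2* in *cpm2* relative to WT was 0.0066 at 2 h (adjusted p = 0.935), −0.044 at 6 h (adjusted p = 0.545) and 0.43 at 24 h (adjusted p = 7.16e-07), the last a 1.34-fold difference. With the slide as a fixed block it was 0.17 at 2 h (adjusted p = 0.0485), past the threshold, and 0.14 at 6 h. The sign at 6 h was also positive with quantile normalization (0.017).

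**Figure D2:**
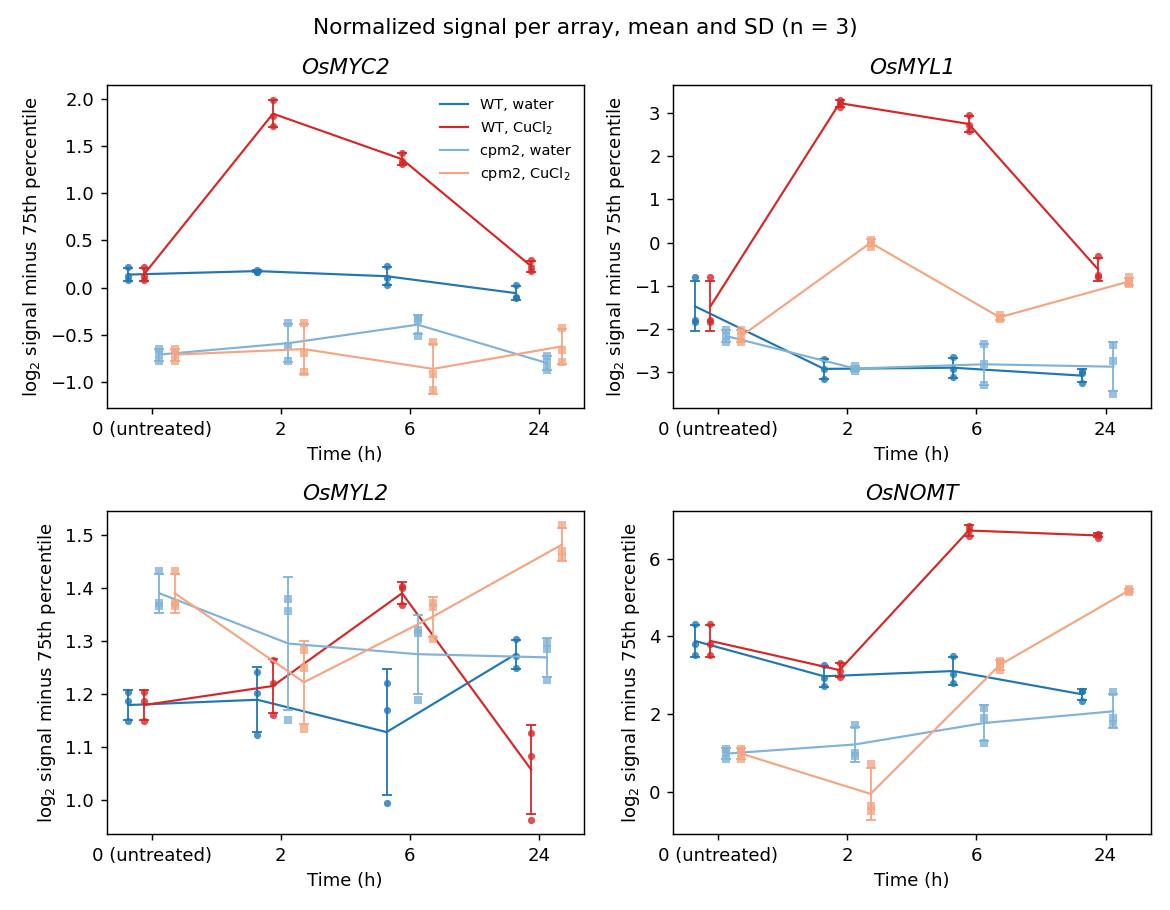
Log2 levels of *OsMYC2*, *OsMYL1*, *OsMYL2* and *OsNOMT* relative to the 75th percentile of each array, against time after the start of treatment at 0, 2, 6 and 24 h (evenly spaced categories); small points are arrays, and lines with bars are means and SD of 3 arrays for WT and *cpm2* in water and in CuCl2, with the untreated arrays at 0 h drawn at the start of both lines. *OsMYL1* in WT rose from −2.92 in water to 3.22 in CuCl2 at 2 h, and the means of *OsMYL2* stayed between 1.06 and 1.48 in all 14 groups.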

Whether optimal use of the OsMYC2-OsMYL1 and OsMYC2-OsMYL2 heteromers *in planta* is required for appropriate induction of *OsNOMT* is an interesting question.

DNA-binding ability is one of the most essential functions of the TFs, as well as transactivation activity. To evaluate the DNA-binding ability of OsMYC2, or the heteromers formed with OsMYL1 or OsMYL2, we also tried to find the promoter region of *OsNOMT* responsible for OsMYC2-dependent activation in this study. However, even though most of the promoter region, except for the TATA box located at −34 to −27 bp from the transcriptional start site, was deleted, there was still OsMYC2-dependent activation in the deletion series; consequently, we could not define the *cis*-element bound by OsMYC2 (see Supplementary Fig. S6 and Supplementary Methods). Since the DNA-binding ability of OsMYC2 would be affected by physical interaction with OsMYL1 and OsMYL2, co-introduction of OsMYC2 and OsMYLs should be tested further. Uji *et al*. reported that OsMYC2 binds to a specific E-box sequence of the *OsJAZ10* promoter *in vivo* by using the chromatin immunoprecipitation strategy^23^. Therefore, *in vivo* experimental approaches would be required to understand OsMYC2 binding on the *OsNOMT* promoter. Alternatively, it might be possible that OsMYC2-mediated induction of *OsNOMT* expression is not regulated by TF(s) directly binding to the promoter region but is regulated in the post-transcriptional stage.

Sakuranetin, a biologically important phytoalexin in rice, is a good subject for elucidating JA signalling because of its high JA-required accumulation, whereas production of diterpenoid phytoalexins occurs via both JA-required and non-JA-required pathways^9^,^10^. Deciphering JA signalling mediated by OsMYC2, OsMYL1, and OsMYL2 would help in understanding the regulation of the flavonoid biosynthetic pathway for naringenin and sakuranetin. It could be possible to generate plants that overproduce sakuranetin by heterologous expression of *OsNOMT*, and further attempts to use OsMYC2 and its collaborators, OsMYL1 and OsMYL2, for enhancing *OsNOMT* expression and the early flavonoid biosynthetic pathway could be a potential method of generating sakuranetin-biofortified plants.

## Methods

### Plant materials

For the luciferase activity assays, we used the *japonica* type rice *Oryza sativa* L. ‘Nipponbare’. For the transcriptome analysis, we used a JA-deficient mutant, *cpm2*^9^, and its genetic background, *Oryza sativa* L. ‘Nihonmasari’ as WT. For the gene expression analyses and phytoalexin quantification analyses, we used RNAi-based *OsMYC2*-knockdown plants (*osmyc2RNAi*) under the control of the *Zea mays* polyubiquitin promoter and VC plants transformed with the empty vector (pANDA^32^), with their genetic background, *Oryza sativa* L. ‘Nihonmasari’, as WT.

To grow the rice plants, the seeds were sterilized with 70% ethanol for 2 min, followed by treatment with 1% sodium hypochlorite solution (Kanto Chemical) for 20 min; the seeds were then washed with autoclave-sterilized water. The surface-sterilized seeds were incubated on 0.5% agar medium in a chamber (14-h light and 10-h darkness at 28 °C). Rice transformation was performed according to the method reported by Toki *et al*.^33^.

### Cloning

Standard methods for cloning were used. PCR-amplified DNA fragments were sequenced after cloning into the vectors. The vectors used in this study and primers used for the cloning are listed in Supplementary Tables S3 and S4, respectively.

#### pUbi-RLUC

The CDS of renilla luciferase from pRL (Promega, WI, USA) was PCR-amplified and cloned into the pENTR/D-TOPO vector (Invitrogen, CA, USA). The CDS was then inserted into the pUbi-RfA-Tnos vector^15^ by using the LR reaction (Gateway^®^).

#### pGL4-OsNOMT_1000_

The 5′ 1-kb upstream region of the *OsNOMT* promoter, extending from the transcriptional start site, was PCR-amplified and cloned into the pZErO2 vector (Invitrogen, CA, USA). The promoter region was extracted and inserted into multi-cloning sites of pGL4.10-Tnos, which the SV40 late poly (A) signal of pGL4.10 (Promega, WI, USA) was converted to the nopaline synthase terminator (Tnos) at the *Bam*HI and *Xba*I sites, to obtain pGL4-OsNOMT_1000_.

#### pUbi-JA-dependent MYB1, pUbi-JA-dependent MYB2, pUbi-JA-dependent MYB3, pUbi-JA-dependent MYB4, pUbi-JA-dependent MYB5, pUbi-OsJAmyb, pUbi-OsMYB55, pUbi-OsMYC2, pUbi-OsMYL1, and pUbi-OsMYL2

Each CDS was PCR-amplified and cloned into the pENTR/D-TOPO vector. The CDS was then inserted into the pUbi-RfA-Tnos vector by using the LR reaction. The CDS of OsMYL1 was 39 bp longer than the RAP-DB annotation (see *CDS of* OsMYL1 *described in this article* online).

#### pANDA-OsMYC2

The 748-bp trigger region of *OsMYC2*, which consists of 336 bp from the 3′ UTR and 412 bp from the 3′ CDS, was PCR-amplified and cloned into the pENTR/D-TOPO vector. The trigger region was then inserted into the pANDA vector^32^ by using the LR reaction.

#### pnYOsMYC2, pcYOsMYC2, pcYOsMYL1, and pcYOsMYL2

Each CDS, cloned into pENTR/D-TOPO as described above, was inserted into the pnYGW or pcYGW vector^34^ by using the LR reaction.

#### pEU-E01-6His-Bls-GW-STOP

We performed the inverse overlap extension PCR by using pEU-E01-GW as the template^35^. Amplified DNA fragments were self-ligated using the In-Fusion system (TaKaRa Bio USA, CA, USA) to obtain pEU-E01-His-Bls-GW-STOP.

#### pEU-E01-6His-Bls-optOsMYC2 and pEU-E01-FLAG-optOsMYC2

The optimized CDS of *OsMYC2* was synthesized using the GeneArt^®^ Strings™ DNA Fragments service (Invitrogen, CA, USA), PCR-amplified in twice, and cloned into the pENTR/D-TOPO vector. The CDS was then inserted into the pEU-E01-6His-Bls-GW-STOP or pEU-E01-FLAG-GW-STOP^35^ vector by using the LR reaction.

#### pEU-E01-FLAG-OsMYL1 and pEU-E01-FLAG-OsMYL2

Each CDS, cloned into pENTR/D-TOPO as described above, was inserted into the pEU-E01-FLAG-GW-STOP vector by using the LR reaction.

#### p35S-GAL-OsMYC2, p35S-GAL-OsMYL1, and p35S-GAL-OsMYL2

Each CDS was PCR-amplified and inserted into 430T1.2^36^ by using the In-Fusion system (TaKaRa Bio USA, CA, USA).

#### Luciferase activity assay

Six- or 7-day-old rice leaves were excised from the sheath, acclimated overnight, and then used for particle bombardment.

Effector plasmids were used to constitutively express the TFs as effectors under the control of the *Z. mays* polyubiquitin promoter in the rice leaves. pUbi-GUS^15^ was used as the control. Constructs, in which the promoter region was fused to the firefly luciferase (*FLUC*) gene, were used as reporter plasmids. pUbi-RLUC, in which renilla luciferase (*RLUC*) was under the control of the *Z. mays* polyubiquitin promoter, was used as the internal control. The PDS-1000 He Biolistic Particle Delivery System (Bio-Rad, CA, USA) was used for the particle bombardment.

For particle bombardment, gold particles (0.6 mg and 1.6 μm in diameter; Bio-Rad, CA, USA) were coated with 1 μg of the reporter plasmid, 0.5 μg of pUbi-RLUC, and effector plasmid(s) (0.5 μg each). The plasmid-coated particles were bombarded at 1100 psi and 9-cm distance. After the bombardment, the rice leaves were incubated for 24 h in a chamber (24-h light at 28 °C) before the luciferase assays. The assays were performed as described previously^17^. The ratio of luciferase activity (Firefly LUC/*Renilla* LUC) was calculated to normalize the values in each assay.

### Transcriptome analysis

Total RNA was extracted from 1 mM of the CuCl_2_-treated plants by using the RNeasy plant mini kit (QIAGEN). Microarray analyses were performed as described previously^15^. Three biological replicate sample sets were analysed. Data normalization and statistical analyses were performed using the Subio Platform with Basic Plug-in (Subio Inc., Kagoshima, Japan). Transcriptome data have been deposited in the Gene Expression Omnibus in NCBI (ID: GSE87698).

### Expression analyses

Prior to the experiments, the transgenic plants were selected by PCR amplification of the hygromycin phosphotransferase (*HPT*) transgene with the primers 5′-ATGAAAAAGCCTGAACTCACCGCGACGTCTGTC-3′ and 5′-CTATTCCTTTGCCCTCGGACGAGTGCTG-3′. Ten-day-old rice leaves were excised from the sheath, acclimated overnight (light at 28 °C), and then used for the subsequent experiments. The rice leaves were elicited with 500 μM of JA or CuCl_2_ for 6 h. Leaves collected before elicitation were used as the control. Total RNA extracted using the Maxwell^®^ 16 LEV Plant RNA Kit (Promega, WI, USA) was reverse-transcribed with the PrimeScript™ RT reagent Kit with gDNA Eraser (Perfect Real Time) (TaKaRa BioInc., Japan). The synthesized cDNA was used to perform qRT-PCR. qRT-PCR was performed using the Power SYBR^®^ Green PCR Master Mix (Applied Biosystems, CA, USA) and Applied Biosystems 7300 Real-Time PCR System (Applied Biosystems). To calculate the relative mRNA levels, raw data from qRT-PCR analysed using the standard curve method were normalized by the raw data of the ubiquitin domain-containing protein gene (*OsUBQ*). Sequences of the primers used for the expression analyses are provided in Supplementary Table S5.

### Quantification of phytoalexins and naringenin accumulated in the leaves

Prior to the experiments, the transgenic plants were selected by PCR amplification of the *HPT* transgene with the primers described above. Ten-day-old rice leaves were excised from the sheath, acclimated overnight (light at 28 °C), and then used for the subsequent experiments. The rice leaves were elicited with 500 μM of JA or CuCl_2_ for 72 h, soaked in phytoalexin extraction solvent (ethanol:water:acetonitrile:acetic acid, 79:13.99:7:0.01, v/v), and incubated for 24 h at 4 °C to extract the phytoalexins and naringenin. Leaves collected before elicitation were used as the control. The samples were then centrifuged (4 °C, 15 min, and 16,000 *g*). The supernatant was collected and subjected to phytoalexin and naringenin measurement by using liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) as described previously^37^.

### BiFC assay

Constructs encoding the nEYFP-fused proteins, cEYFP-fused proteins, and DsRed1 were introduced into onion epidermal cells by particle bombardment with the PDS-1000 He Biolistic Particle Delivery System (Bio-Rad, CA, USA). Gold particles (0.6 mg and 1.6 μm in diameter; Bio-Rad, CA, USA) were coated with 0.5 μg of each vector for each bombardment. The plasmid-coated particles were bombarded at 1,100 psi and 9-cm distance. The bombarded cells were incubated at 25 °C in darkness for 24 h. YFP and DsRed1 fluorescence was visualized using the BX53 microscope system (Olympus, Japan). The U-FBNA filter cube (excitation filter, BP470–495 nm; dichromatic mirror, DM505 nm; and suppression filter, BA510–550 nm) and U-FGW cube (excitation filter, BP530–550 nm; dichromatic mirror, DM570 nm; and suppression filter, BA575IF nm) were used for detecting YFP and DsRed1 fluorescence, respectively.

### Expression of recombinant proteins

We used the wheat germ cell-free system to express the recombinant proteins^38^,^39^. For expression, the CDS of *OsMYC2* was optimized by synonymous substitution using codon usage of *Arabidopsis thaliana* and synthesized. The expressed His-Bls-OsMYC2 protein was biotinylated before testing the interaction with FLAG-tagged protein for detection.

### AlphaScreen-based protein-protein interaction assays

The AlphaScreen assays with the recombinant proteins described above were performed as described previously^40^, with several modifications. The AlphaScreen assays were performed using a total volume of 15 μL containing 100 mM Tris-HCl (pH8.0), 100 mM NaCl, 0.1% Tween20, 1 mg/mL BSA, 1 μL biotinylated proteins, and FLAG-tagged proteins at 25 °C for 1 h in a 384-well Optiplate (PerkinElmer). Using the AlphaScreen IgG (ProteinA) detection kit (PerkinElmer) instruction manual, 10 μL of the detection mixture containing 100 mM Tris-HCl (pH 8.0), 100 mM NaCl, 0.1% Tween20, 1 mg/mL BSA, 5 μg/mL anti-DYKDDDDK antibody (1E6, Wako Pure Chemical Industries, Ltd. Osaka, Japan), 0.1 μL streptavidin-coated donor beads, and 0.1 μL Protein A-coated acceptor beads were added to each well of the 384-well Optiplate, followed by incubation at 25 °C for 1 h. Luminescence was analysed using the AlphaScreen detection program.

### Statistical analysis

Data are presented as mean ± standard error values. For all the experiments, except transcriptome analysis, statistical analysis was performed using the two-tailed, unpaired Welch’s *t*-test. Significance was defined as P < 0.05 (*), P < 0.01 (**), or P < 0.001 (***). For the transcriptome analysis, statistical testing was performed as described in *Transcriptome analysis*. Significance was defined as false discovery rate (FDR) <0.05.

## Additional Information

**Accession codes:** RAP-DB (http://rapdb.dna.affrc.go.jp/) gene IDs for the sequences described in this study are as follows: JAdMYB1 (Os01g0702700), JAdMYB2 (Os12g0564100), JAdMYB3 (Os01g0192300), JAdMYB4 (Os05g0429900), JAdMYB5 (Os08g0549000), OsJAmyb (Os11g0684000), OsMYB55 (Os05g0553400), OsMYC2 (Os10g0575000), OsMYL1 (Os01g0705700), OsMYL2 (Os01g0235700), OsNOMT (Os12g0240900), and OsUBQ (Os10g0542200).

**How to cite this article:** Ogawa, S. *et al*. OsMYC2, an essential factor for JA-inductive sakuranetin production in rice, interacts with MYC2-like proteins that enhance its transactivation ability. *Sci. Rep.* **7**, 40175; doi: 10.1038/srep40175 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
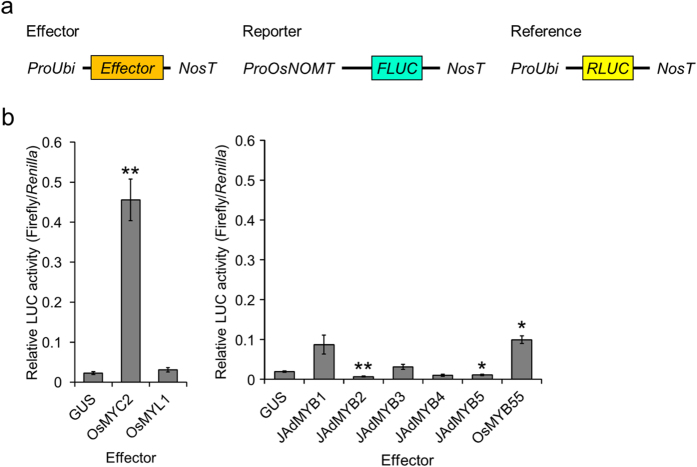
Activation of the *OsNOMT* promoter by JA-induced transcription factors. (**a**) Schematic representation of the vectors used for the transient expression assays. FLUC: firefly luciferase, RLUC: renilla luciferase, ProOsNOMT: 5′ 1000-bp upstream region of the transcription start site of *OsNOMT*, ProUbi: maize ubiquitin promoter, NosT: nopaline synthase terminator. (**b**) Relative luciferase activities in the bombarded rice leaves. Data are presented as FLUC/RLUC ± standard error. n = 3–5. *P < 0.05, **P < 0.01, compared to the data with GUS as the effector.

**Figure 2:**
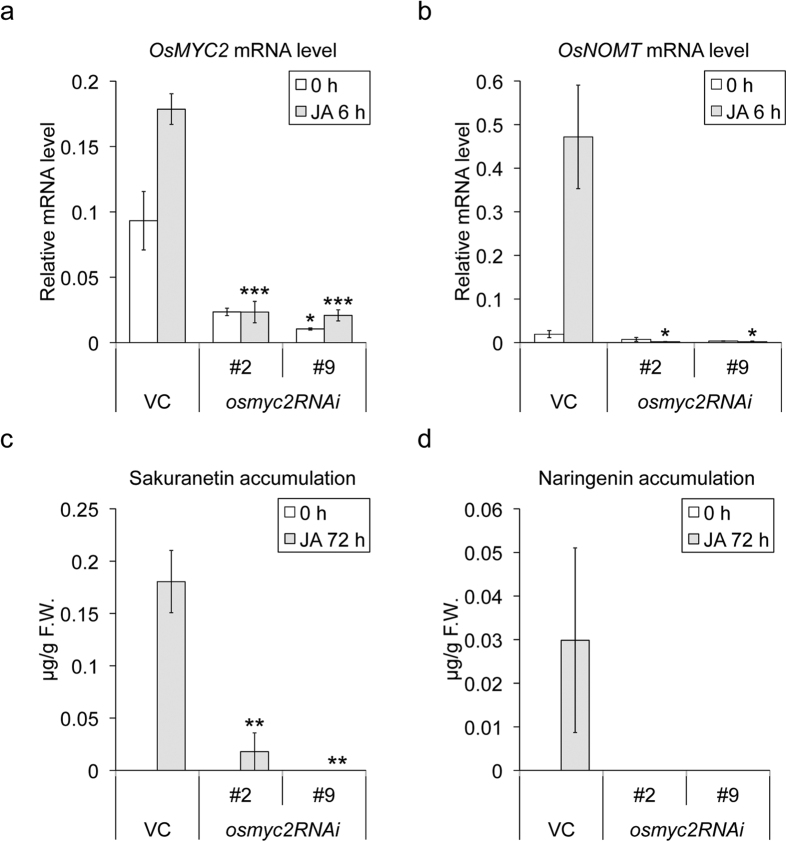
Gene expression and phytoalexin accumulation in the *OsMYC2*-knockdown plants (*osmyc2RNAi*). (**a**,**b**) Expression levels of *OsMYC2* (**a**) and *OsNOMT* (**b**). Total RNA from the rice leaves after 6 h of 500 μM JA treatment (grey bars) or untreated rice leaves (open bars) was extracted. qRT-PCR analysis was performed using the cDNA samples synthesized from the total RNA. (**c**,**d**) Contents of sakuranetin (**c**) and naringenin (**d**) in the rice leaves after 6 h of 500 μM JA treatment (grey bars) or no treatment (open bars). Data are presented as mean ± standard error values. (**a**,**b**) n = 3–4, (**c**,**d**) n = 4–6. *P < 0.05, **P < 0.01, ***P < 0.001, compared to the VC data for each treatment.

**Figure 3:**
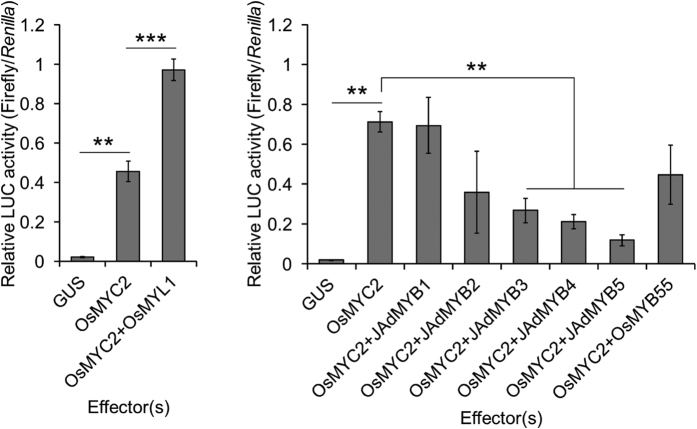
Luciferase activity assay with dual effectors. Relative luciferase activities in the bombarded rice leaves. Data are presented as FLUC/RLUC ± standard error. n = 3–5. **P < 0.01, ***P < 0.001.

**Figure 4:**
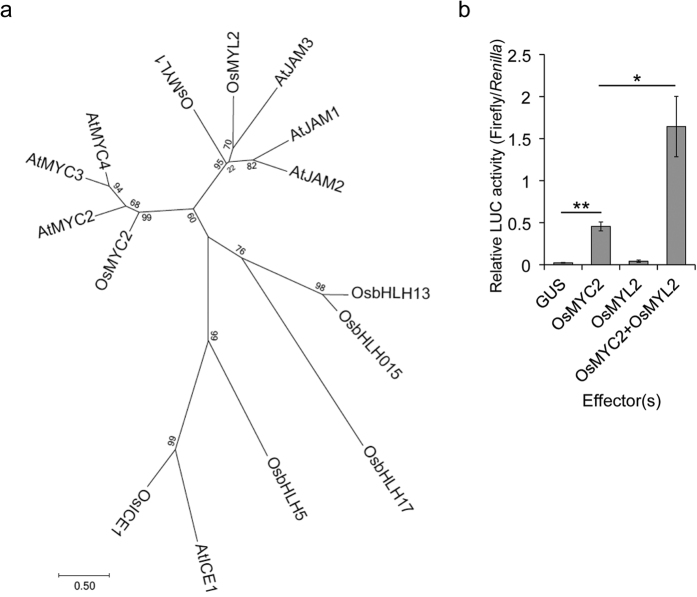
Transactivation activity of OsMYL2. (**a**) Phylogenetic tree of the bHLH transcription factors. We used the JTT+G model to construct the phylogenetic tree. (**b**) Relative luciferase activities in the bombarded rice leaves. Data are presented as FLUC/RLUC ± standard error. n = 5. *P < 0.05, **P < 0.01.

**Figure 5:**
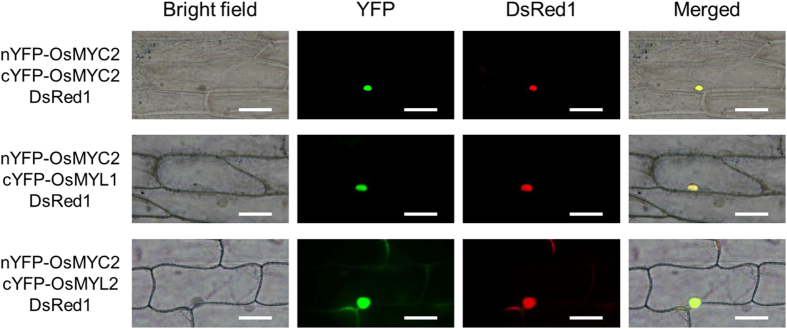
BiFC visualization of OsMYC2-OsMYC2/OsMYL1/OsMYL2 interactions. Onion epidermal cells were co-transfected with constructs encoding the nEYFP-fused proteins, cEYFP-fused proteins, and DsRed1. Images were obtained 24 h after bombardment by using the BX53 microscope system (Olympus). Bars = 100 μm.

**Figure 6:**
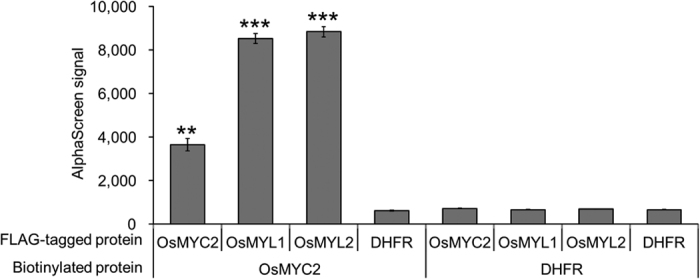
AlphaScreen-based evaluations of the OsMYC2-OsMYC2/OsMYL1/OsMYL2 interactions. Crude translation mixtures of biotinylated His-Bls-OsMYC2 and FLAG-tagged proteins, OsMYC2, OsMYL1, or OsMYL2, were used for the assay. Biotinylated dihydrofolate reductase (DHFR) and FLAG-tagged DHFR were used as the negative controls. Data are presented as mean ± standard error values. n = 3. **P < 0.01, ***P < 0.001, compared to the data for biotinylated DHFR and FLAG-tagged DHFR.

**Figure 7:**
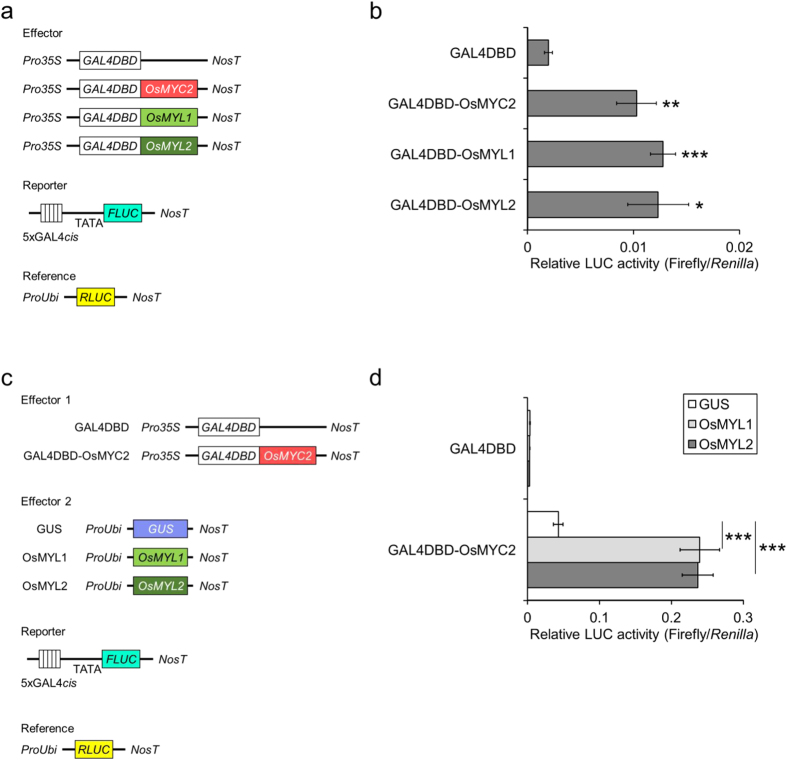
Transcriptional activities of OsMYC2, OsMYL1, and OsMYL2. (**a**) Schematic representation of the vectors used for the transient expression assays. GAL4DBD: GAL4 DNA-binding domain, FLUC: firefly luciferase, RLUC: renilla luciferase, Pro35S, CaMV 35 S promoter, ProUbi: maize ubiquitin promoter, NosT: nopaline synthase terminator. (**b**) Relative luciferase activities in the bombarded rice leaves. Data are presented as FLUC/RLUC ± standard error. n = 6. *P < 0.05, **P < 0.01, ***P < 0.001, compared to the data for GAL4DBD. (**c**) Schematic representation of the vectors used for the transient expression assays with GAL4DBD-OsMYC2 co-transfected with GAL4DBD-free OsMYL1/OsMYL2. (**d**) Relative luciferase activities in the bombarded rice leaves. Data are presented as FLUC/RLUC ± standard error. n = 6. ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

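The transcriptome analysis measured RNA from leaf disks of WT (Nihonmasari) and *cpm2* rice on 42 Agilent microarrays with a single dye. Each line was sampled untreated at 0 h and after 2, 6 and 24 h on water or on 1 mM CuCl2, with 3 biological replicates in each of the 14 groups. Groups and replicates were taken from the sample labels, and all 42 arrays were used.

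The authors deposited the intensity of every spot as given by Feature Extraction 11.5.1.1, which subtracts the background, corrects trends across the array and sets a substitute value for spots near background. They also deposited log2 values made with the Subio Platform, whose settings the paper's text does not name. By comparison with the scanner intensities these log2 values are the processed intensity relative to the 75th percentile of the array, centred on the untreated WT arrays, whose mean is 0 to within 1.9e-06.

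The array holds 45151 spots, of which 43734 are not controls. Control spots and 2113 spots marked as outliers by the scanner software over all arrays were left out, 1 saturated spot was kept, and the spots of 593 probes printed more than once were averaged. From the processed intensity, log2 values minus the 75th percentile of each array were computed in R 4.3.3. Of 42477 probes, 41908 carry a gene identifier, and 29690 genes are represented. Tested probes were well above background on every array of at least 1 group (34173 probes, 34089 of them with a gene identifier). Of the 23474 tested genes, 6702 had several tested probes and took the values of the brightest. For a probe that was not well above background on any array of a group only a bound on the fold change is given.

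The share of spots well above background was between 65.29% and 78.84%, lowest in both lines under CuCl2 at 6 h. The posterior SD of a gene between replicates was 0.172 on the log2 scale in the median, from a prior SD of 0.145 with 1.9 prior and 28 residual degrees of freedom.

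All arrays were fitted with 1 mean per group in limma 3.58.1 (lmFit and eBayes, with statmod 1.5.0 and data.table 1.17.8). The comparisons were CuCl2 against water at each time within each line, *cpm2* against WT in each treatment, the difference between the CuCl2 responses of the lines, and water against untreated disks. Adjusted p-values are those of limma with Benjamini-Hochberg adjustment within each comparison. A gene was called at a fold change of at least 2 and an adjusted p threshold of 0.05. A TF gene was selected when it was called as induced in WT at 2 or 6 h and as lower in *cpm2* under CuCl2 at 2 or 6 h. TF genes were found by family names in the array descriptions and as the TFs named in the paper, 1042 genes in all, of which 808 were tested. The family keyword TCP also matches 5 T-complex chaperonin genes, of which none were selected.

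Lists of genes for JA biosynthesis, JAZ/TIFY proteins, phenylpropanoid and flavanone steps and diterpenoid phytoalexins were made from keywords in the array descriptions and tested with limma's fry and camera, the latter with a preset correlation of 0.01. The designs, comparisons, keyword lists, alternatives and the rule for naming genes were chosen before the data were examined, apart from those named as later additions. By that rule the text names the genes given in the paper, the 3 largest increases and 3 largest decreases in each count of called genes that carry a description, are well above background and have groups that do not overlap, and the 5 selected TF genes lowest in *cpm2* at 6 h. Other genes were chosen after their values were seen and are given as such. Names of genes are those of the array's design. The RefSeq gene table given for rice belongs to another assembly and was used only for the name of the gene CPM2, and no coordinates are given.

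The fits were tested on simulated data with known changes. Alternatives were normexp background correction with an offset of 50, quantile normalization, the authors' log2 values, no filter on dim probes, a stricter filter that kept probes well above background on at least as many arrays as not, the replicate number as a block, the slide as a fixed or random block, separate fits of the groups compared, an intensity trend in the variance, leaving out each replicate or array, the untreated arrays as control, Storey q-values with a lambda of 0.5, any probe in place of the brightest, and other readings of the TF criteria. The normexp alternative started from the mean signal and the median background of each spot, not from the processed intensity. It therefore also lacked the correction of trends across the array, and its effects are not those of the background step alone. The luciferase, RNAi, interaction and phytoalexin experiments, and Supplementary Tables S1 and S2, were not analysed here.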

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

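The tests of a single mislabelled WT or *cpm2* water array, of the second-longest run of lower genes and of 1 region holding most of the lower genes, and the check of whether neighbouring probes record the same signal, were chosen after the results were seen.

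The response to CuCl2 differed between the lines for many genes. The difference between the responses, tested directly in limma, passed the thresholds for 3234 genes at 2 h, 6765 at 6 h and 3378 at 24 h. Redrawing the genotype labels within water and within CuCl2 gave as many genes in 4 of 100 draws at 2 h, in 1 at 6 h and in 2 at 24 h, the real labels included. These shares are under 0.05, which argues against the absence of any difference between the lines. The redrawing also broke up the differences between the lines seen without CuCl2, so it does not test the difference in response alone. The largest counts in the other draws were 4612, 6648 and 3665, so that some draws passed the real labels at 2 and 24 h. At 6 h, 66.1% of the genes had the higher response in *cpm2* (4471 against 2294). The tables argue against several technical explanations of the count at 6 h as its whole cause. Quantile normalization in place of the 75th percentile gave 5997 genes, with 56.5% of them higher in *cpm2*. With the slide as a fixed block 6619 genes passed the thresholds. Signal near background is not enough, because 24.5% of the 17190 genes well above background on all 12 arrays were called, against 28.8% of all tested genes. A higher background on the replicate 3 arrays of *cpm2* is argued against by the count without replicate 3, 7427. Of the 12 arrays at 6 h, 1 lay nearer to another group than to its own. WT water 6 h replicate 1 had a correlation of 0.868 with its own group and 0.929 with WT water 2 h, and without it the count was 6600. Background correction, or another step in which normexp differs, stays open as a factor for the size of the count, because normexp gave 4261 genes. At 2 h, all 3 *cpm2* water arrays lay nearer to another group of *cpm2* than to their own. Replicates 1 and 2 had correlations of 0.915 and 0.88 with their own group and of 0.923 and 0.93 with the untreated arrays, and replicate 3 had 0.822 and 0.837 with water at 6 h. The count of 3234 at 2 h was 3131 or more without 1 of these arrays, and the count of 1430 between the lines in water at 2 h was 1361 or more, which argues against a single wrong label as the cause. Wrong labels on several of them stay open. In *cpm2*, 35 genes differed between water at 2 h and untreated disks. The difference in JA level between the lines may contribute to these responses. That is a hypothesis, found and tested on the same arrays, and other differences between the lines were not tested.

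Among the genes named by the rule, the responses most above WT in *cpm2* at 2 h were those of a NAM domain protein (Os11g0154500, log2 3.30), an AAA ATPase (Os06g0697600, 3.04) and an EF-hand protein (Os03g0812400, 2.84), and those most below were 1-deoxy-D-xylulose 5-phosphate synthase 2 (Os07g0190000, −9.70), a terpene synthase-like protein (Os02g0121700, −9.0) and a cytochrome P450 (Os02g0569400, −7.92). At 6 h they were a WRKY protein (Os07g0680400, 5.37), a glutathione S-transferase (Os03g0283000, 5.15) and a GTP-binding protein (Os09g0527600, 5.05) above, and Os02g0121700 (−8.26), a terpene synthase (Os08g0168000, −7.91) and PGPS/D12 (Os03g0830300, −6.57) below. At 24 h a lipoxygenase (Os02g0194700, 4.68), a physical impedance induced protein (Os03g0103200, 4.18) and an esterase precursor (Os07g0586100, 3.65) stood above, and mannitol dehydrogenase 1 (Os09g0399800, −6.78) and a pair of PGPS/D12 genes (Os03g0830500, −5.65, and Os03g0830300, −5.58) below. The adjusted p-values of these genes were at most 1.16e-05.

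For the genes the paper studies, the response to CuCl2 at 6 h was lower in *cpm2* than in WT by a log2 difference of −1.71 for *OsMYC2* (adjusted p = 2.44e-10), −4.55 for *OsMYL1* (adjusted p = 5.66e-13) and −2.13 for *OsNOMT* (adjusted p = 1.18e-05). Over all alternatives these differences were between −1.91 and −1.36, −4.80 and −3.46, and −2.40 and −1.72, with adjusted p of at most 0.000127, 2.99e-06 and 0.0119.

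The counts of genes that CuCl2 changed in WT, and of genes differing between the lines under CuCl2, at 2, 6 and 24 h were each matched by 1 of the 10 splits of the same arrays into groups of 3, the real one. With 10 splits chance cannot be excluded by that count alone, and the largest count of another split was 248. For the TF selection, 2 of 100 draws of the genotype labels gave 105 genes or more, the real labels included. By this share chance can be excluded there, although the other draw gave 107 genes.

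The lines also differed without CuCl2, in data that the paper's text does not report. Before treatment 484 genes were higher and 680 lower in *cpm2*, 1164 in all. In water 1430 genes differed at 2 h, 1374 at 6 h and 2061 at 24 h. Each of these counts was matched by 1 of 10 splits, the real one, so chance cannot be excluded by the splits, although another split gave at most 7 genes before treatment. In water at 6 h another split gave up to 462. The count there depended on which arrays entered it, and was between 959 and 2044 when a replicate or array was left out. The number of lower genes went from 743 to 1202 without WT water 6 h replicate 3, and that of higher genes from 631 to 410 without replicate 1. WT water 6 h replicate 3 and *cpm2* water 6 h replicate 1 lay on the only slide scanned on another day. With the slide as a fixed block, which takes in the scan day, the count was 1199. The scan day was not tested separately, so single samples and scan day cannot be told apart here. Before treatment the count was 1132 with the slide as a fixed block. No slide held untreated arrays of both lines, and only 2 slides held both lines at all. This fit therefore cannot exclude differences between slides. Under normexp 108 genes were higher and 297 lower.

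A region of the genome that differs between the lines was also tested for the genes lower in *cpm2* before treatment. The longest run of neighbouring tested genes called lower held 7 genes (Os02g0559800 to Os02g0561900 on chromosome 2), longer than the 95th percentile of 3 and the maximum of 5 in 10000 shuffles. The prediction written for such a region was thus met, but the levels of the 7 genes correlated within groups at 0.888 or more, as would be seen if the probes recorded a single transcript, and the run and a region cannot be told apart from such probes. This check was added, and the genes at the ends of the runs are named, after the values were seen. The second-longest run held 6 genes (Os01g0123500 to Os01g0124400 on chromosome 1), also more than in any shuffle. Their levels correlated within groups between −0.278 and 0.752, so these probes do not record a single transcript, and a region that differs between the lines is consistent with this run. The shuffles treat neighbouring genes as independent, and a family of neighbours regulated together may give such a run too. By their descriptions, 5 of the 6 genes encode Bowman-Birk proteinase inhibitors, and of the 3 other tested genes so described 2 were also called lower, both on chromosome 1. These explanations of the run of 6 both stay open. That 1 region holds most of the lower genes is argued against by their spread, since the chromosome with most of them held 17.2% and all 12 chromosomes had between 2.12% and 3.72% of their tested genes called lower. Other smaller regions stay open, as does the difference in JA between the lines, which was not tested separately.

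By the naming rule, the genes most above WT in *cpm2* before treatment were a wound induced protein (Os04g0635100, log2 4.80), MADS15 (Os07g0108900, 3.15) and a NAM domain protein (Os02g0555300, 3.01), and those most below were a beta-glucosidase aggregating factor (Os12g0247700, −10.45), a ribonuclease T2 (Os09g0537700, −6.11) and a RelA/SpoT domain protein (Os05g0161500, −5.45). In water at 2 h a cytochrome P450 CYP99A1 (Os04g0178400, 4.24), a beta glucanase precursor (Os05g0375400, 4.21) and an omega-6 fatty acid desaturase (Os07g0416900, 4.15) were most above, and Os12g0247700 (−9.01), Os09g0537700 (−7.54) and Os05g0161500 (−5.23) most below. At 6 h a pair of CYP99A1 genes (Os04g0180400, 3.93, and Os04g0178400, 3.85) and a glucose/ribitol dehydrogenase (Os04g0179100, 3.71) were most above, and Os12g0247700 (−8.67), Os09g0537700 (−8.04) and a fructosyltransferase (Os02g0106100, −5.73) most below. Between the *cpm2* water arrays at 6 h, the SD was 1.92 for Os12g0247700 and 3.17 for Os09g0537700. Without a replicate or an array, the value of Os09g0537700 at 6 h was between −9.89 and −6.88. At 24 h Os04g0180400 (6.00), a WRKY protein (Os03g0335200, 5.42) and a terpene synthase (Os02g0570400, 5.23) were most above, and an RNase S-like protein (Os09g0538000, −7.75), a Bowman-Birk proteinase inhibitor (Os01g0123900, −7.01) and Os05g0161500 (−4.73) most below. The adjusted p-values of these genes were at most 9.23e-05. Before treatment, Os02g0555300 lost its call in 1 of 19 alternatives (adjusted p up to 0.127), over which its value was between 1.48 and 3.22.

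Of the 105 selected TF genes, 22 were already called lower in *cpm2* before treatment, and 17 in water at 2 or 6 h. Their median log2 value of *cpm2* over WT before treatment was −0.278, below the central 95% range of −0.0407 to 0.11 of 10000 random lists of TF genes of like mean signal. In this permutation test 0 of the lists lay as low (one-sided p = 1e-04, the smallest that this number of lists can give). A lower value was seen for 74 of the 105, against 366 of all 808 tested TF genes. The values before treatment come from other arrays than those used for the selection. The genes were selected as lower in *cpm2* under CuCl2, however, and the random lists were not, so that any standing difference between the lines lowers the median of the selected genes. A lower level of JA-dependent genes and other standing differences between the lines cannot be told apart by this test. JA itself was not measured on these samples.

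*OsNOMT* was lower in *cpm2* before treatment by a log2 value of −2.90 (adjusted p = 7.72e-10), at 0.98 ± 0.14 in *cpm2* and 3.88 ± 0.41 in WT (SD, n = 3). A single deviating array is argued against, because the lowest WT array lay 2.42 above the highest *cpm2* array. With the slide as a fixed block the value was −2.61. That fit compares untreated disks of the lines only through other arrays, so it cannot exclude differences between slides. Over all alternatives the value was between −3.14 and −2.60. A part of the difference between the lines under CuCl2 may therefore precede the treatment, which is a hypothesis. In water the difference was −1.75 at 2 h, −1.34 at 6 h and −0.44 at 24 h (adjusted p = 0.224).

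Water alone changed genes relative to untreated disks in WT, 298 at 2 h, 567 at 6 h and 3056 at 24 h. Each count was matched by 1 of the 10 splits of the arrays, the real one, so that chance cannot be excluded in this way, and the other splits gave at most 15 genes. Excision, floating on water and elapsed time differ together between these groups, and no biological explanation was tested.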

How the results depend on the processing

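The alternatives that leave the 5 T-complex chaperonin genes out of the TF genes and the potassium channel genes out of the JAZ/TIFY list were chosen after seeing the data. The first left 105 TF genes. With the other, 23 and 18 of the gene list comparisons were past the threshold by fry and camera, against 23 and 19, the JAZ/TIFY list at 24 h in WT being lost by camera.

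The authors' log2 values, no filter on dim probes, the stricter filter and the fit with an intensity trend kept the direction and the side of the threshold of the counts of genes and of the CuCl2 changes of *OsMYC2*, *OsMYL1*, *OsMYL2* and *OsNOMT* in WT, with counts within 1.5 times. So did the slide as a random block, the fit of only the groups compared, Storey q-values and the use of any tested probe where they were run. Among 185 further values of single genes and splits of counts, 1 crossed the threshold without the filter, 1 with the trend, 1 with the random block and 1 in the fit of only the groups compared.

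With normexp background correction the following counts fell by more than 1.5 times. CuCl2 changed 5772 genes in WT at 2 h. Between the lines under CuCl2, 2281 genes differed at 2 h, 3818 at 6 h and 1651 at 24 h. The CuCl2 responses differed between the lines for 1315, 4261 and 1405 genes at 2, 6 and 24 h. Before treatment 405 genes differed, and in water 541 at 2 h and 999 at 24 h. The change of *OsMYC2* in WT at 24 h was 0.27 (adjusted p = 0.0528, with a range of 0.0065 to 0.492 over all alternatives) and that of *OsMYL2* −0.14 (adjusted p = 0.239, with a range of 0.000273 to 0.239), both no longer past the threshold, and the cause was not tested. The split into higher and lower genes moved by over 10 percentage points in the following comparisons and in that before treatment. It was 904 and 1377 between the lines under CuCl2 at 2 h, 423 and 892 for the difference in response at 2 h, 3442 and 8963 for CuCl2 in WT at 6 h, 1971 and 4273 for it at 24 h, 222 and 319 between the lines in water at 2 h, 133 and 1429 at 6 h and 394 and 605 at 24 h. With the 75th percentile these were 2405 and 2101, 1469 and 1765, 5186 and 8243, 3438 and 4746, 757 and 673, 631 and 743, and 1297 and 764. Smaller shifts turned the majority between the lines under CuCl2 at 24 h, to 749 higher and 902 lower, and for the difference in response at 24 h, to 729 and 676, against 1565 and 1813. Normexp moved the median of all genes by 0.20, −0.53 and −0.29 for CuCl2 in WT at 2, 6 and 24 h, by −0.14 and −0.13 between the lines under CuCl2 at 2 and 6 h, by −0.47 and −0.25 between them in water at 6 and 24 h, and by 0.53 and 0.26 for the difference in response at 6 and 24 h.

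With quantile normalization the change of *OsMYL2* in WT was −0.13 at 2 h and −0.026 at 6 h, that of *OsNOMT* at 2 h −0.13, that of *JAdMYB1* at 24 h 0.074, and *OsMYL2* under CuCl2 at 6 h was higher in *cpm2* by 0.017, all with the opposite sign, and the cause was not tested. Under CuCl2 at 24 h, 1723 genes were higher and 1856 lower in *cpm2*, where the 75th percentile gave 1973 and 1783. Quantile normalization moved the median of all genes by 0.26 and 0.12 for CuCl2 in WT at 6 and 24 h, and by −0.13 both between the lines under CuCl2 and for the difference in response at 6 h.

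With the slide as a fixed block *OsMYL1* under CuCl2 at 24 h was higher in *cpm2* by 0.24, *OsMYL2* under CuCl2 at 6 h was higher in *cpm2* by 0.14, and *OsNOMT* at 2 h changed by −0.055 in WT, all with the opposite sign. The change of *OsMYL2* at 2 h was 0.11 and passed the threshold (adjusted p = 0.0448, with a range up to 0.98 over all alternatives). The cause was not tested. Only 2 slides hold both lines, so this fit compares the lines through few arrays.

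With the untreated arrays as control the change of *OsMYC2* at 24 h was 0.089 and that of *OsMYL2* −0.12, both no longer past the threshold, and that of *OsNOMT* at 2 h was −0.75, with the opposite sign. These follow from the control itself, since water changed *OsNOMT* by −0.91 at 2 h (adjusted p = 0.0305), while for the other genes the cause was not tested. With only the 5 families that the paper names, 66 TF genes were selected, as fewer genes were tested.

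Leaving out a replicate in every group or a single array gave between −0.0094 and 0.061 for *OsMYL2* in WT at 2 h and between 0.25 and 0.33 for *OsMYC2* in WT at 24 h, which lost its call in 6 of 9 such fits, among them that without replicate 1 (adjusted p = 0.175). Of the other values, *OsMYL2* under CuCl2 at 2 h was between −0.034 and 0.053 in *cpm2* relative to WT, *OsUBQ* between −0.045 and 0.25, *JAdMYB1* in WT at 24 h between −0.29 and 0.042, *JAdMYB3* before treatment between −0.29 and 0.012, and the difference in response of *OsMYL1* at 24 h between −0.91 and 0.023. The last passed the threshold in 1 of 15 such fits, that without *cpm2* water 24 h replicate 1 (adjusted p = 0.037). The signs of these values turned without replicate 2 for *OsUBQ* and *JAdMYB1*, without replicate 3 for *OsMYL1*, and without WT untreated 0 h replicate 2 for *JAdMYB3*. The cause was not tested. The counts of genes stayed within a factor of 1.5, apart from the higher and the lower genes in water at 6 h.

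The replicate numbers do not pair the samples. Only 8 of 30 pairs of same-numbered arrays had deviations from the group means that correlated above 0.1, between −0.42 and 0.36, and all pairs did so in 2 of 10 comparisons. With the replicate block, 105 TF genes were selected and 9541 genes were changed by CuCl2 in WT at 2 h, and all 34 counts and values for the comparisons kept their call. Among the further values of single genes, the difference in response of *OsMYL2* at 6 h passed the threshold with this block (−0.19, adjusted p = 0.0211, against 0.059 without it). This block was not alone in that, since the difference passed in 7 of 25 alternatives. These were 5 of 10 settings and 2 of 15 fits without a replicate or an array. Over all alternatives the difference was between −0.40 and −0.12.

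Signal over background limits what the arrays show. Of the selected TF genes, 15 were not well above background on any *cpm2* array under CuCl2 at 6 h, so their differences are bounds. Without a filter on dim probes 110 TF genes were selected, and with the stricter filter 91.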

Differences from the paper's values

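All values here were compared under alternatives chosen before the results were seen, apart from the selection without T-complex chaperonins, which was chosen after seeing the values.

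The number of TF genes that met the criteria was 105, against the paper's 41. None of the alternatives set before the data were examined came within 1.5 times the paper's number. The lowest were 66 with only the bHLH, MYB, NAC, WRKY and bZIP families, 72 with normexp background correction and 91 with the stricter filter on dim probes. Quantile normalization gave 105 genes, of which 93 were shared with those above. The authors' log2 values, the replicate block, Storey q-values, an intensity trend, both criteria at the same time, the adjusted p required of the WT induction only and fold change alone each gave the same 105 genes. The slide as a fixed block gave 100, the slide as a random block 106, only the groups compared 104, the untreated arrays as control 103, no filter or any tested probe 110, and the difference in response 113. Leaving out a replicate or an array gave 96 to 112. Leaving out the T-complex chaperonins gave 105. All 9 TFs that the paper names as selected were among the genes under each of these settings.

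The paper states that *OsMYL2* was unaffected by CuCl2 in WT and constant. Here its log2 change was 0.26 at 6 h (adjusted p = 0.000218) and −0.22 at 24 h (adjusted p = 0.00199), and under CuCl2 at 24 h it was higher in *cpm2* by 0.43 (adjusted p = 7.16e-07). The call at 6 h was absent with quantile normalization (−0.026, adjusted p = 0.7), and that at 24 h in WT with normexp (−0.14, adjusted p = 0.239) and with the untreated arrays as control (−0.12, adjusted p = 0.0682). All of these changes are under 2-fold, the paper's criterion for TFs.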

Other observations

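All tests in this part were written down before their results were seen, apart from the JAZ/TIFY list without potassium channels and the look at *OsNOMT* at 24 h, which were chosen after seeing the data.

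*OsUBQ* (Os10g0542200), the reference gene of the paper's quantitative RT-PCR, was higher in CuCl2 than in water in WT by a log2 value of 0.54 at 2 h, 1.31 at 6 h (standard error 0.091, adjusted p = 1.79e-14) and 0.27 at 24 h. In *cpm2* the values were 0.60, 1.69 and 0.33. All 3 CuCl2 arrays of WT lay above the 3 water arrays at 6 h, and the other probes of the gene gave 1.19 and 1.15. At 24 h in WT these probes gave 0.18 and 0.16. The change in WT at 24 h was not past the threshold in 3 of 20 alternatives (adjusted p up to 0.167). Scaling to the 75th percentile as the whole cause is argued against by the value of 0.86 at 6 h with quantile normalization. Over all alternatives the value at 6 h was between 0.86 and 1.53. The share of the change that scaling adds stays open, because CuCl2 shifted the median of all genes. These are leaf disks on 1 mM CuCl2, and the quantitative RT-PCR of the paper used other plants and doses.

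*OsNOMT* was also induced in *cpm2*, by 1.49 at 6 h (adjusted p = 5.75e-06) and 3.11 at 24 h (adjusted p = 8.28e-12), after a change of −1.27 at 2 h (adjusted p = 8.42e-05). At 24 h the response was lower than in WT by a log2 difference of −0.98 (adjusted p = 0.0361), and this difference lost its call in 11 of 15 fits without a replicate or an array, where it was between −1.17 and −0.68, and in 3 of 10 other alternatives. The paper reports *OsNOMT* after CuCl2 in *osmyc2RNAi* plants, which are other samples.

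Gene lists fixed by keyword were compared as sets, and the values below are in the order 2, 6 and 24 h. For 22 JA biosynthesis genes the medians were 2.59, 3.22 and 0.668 for CuCl2 in WT and −1.13, −0.946 and −0.55 for *cpm2* over WT under CuCl2. Of these genes 18, 20 and 13, and 11, 14 and 12, were called when adjusted over the list alone, and 18, 20 and 13, and 11, 14 and 11, when adjusted over all genes tested. For 14 JAZ/TIFY genes the medians were 2.04, 1.68 and 0.746, and −2.45, −1.65 and −0.949, with 10, 9 and 8, and 11, 10 and 7 genes called by either adjustment. For 40 genes of phenylpropanoid and flavanone steps the medians were 0.91, 0.99 and 1.17, and −1.07, −1.15 and −0.0416, with 23, 27 and 23, and 21, 25 and 18 genes called by either adjustment. At 24 h between the lines the mean of this list was −0.666, and the median was 0.0328 without the filter on dim probes. The single gene of the diterpenoid list had values of 1.89, 5.91 and 7.31, and −1.14, 0.743 and −0.229. This gene was called in WT at each time and in *cpm2* over WT at 2 h. All comparisons of the first 3 lists were up for CuCl2 in WT and down in *cpm2* by fry (largest adjusted p = 2.63e-08) and by camera (largest adjusted p = 0.0411). The diterpenoid gene passed by camera only for CuCl2 in WT at 24 h (adjusted p = 0.0368), and by fry in all but *cpm2* over WT at 24 h (adjusted p = 0.374). No scaling alternative changed the sign of a median. By camera, the JAZ/TIFY list at 24 h in WT was not past the threshold with quantile normalization (adjusted p = 0.0608) or without the potassium channel gene (adjusted p = 0.0522), nor was the JA biosynthesis list at 24 h in WT with the stricter filter (adjusted p = 0.0552). With the slide as a fixed block the diterpenoid gene lost its camera call at 24 h in WT (adjusted p = 0.0542) and its fry call between the lines at 6 h (adjusted p = 0.238). Without the filter this list holds 2 genes, with medians of 4.01 at 24 h in WT and 0.394 between the lines at 6 h, and neither was past the threshold by camera and fry, respectively (adjusted p = 0.0585 and 0.0621).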
